A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

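Genomic DNA from the tail of 10 C57BL/6 mice of 1 family was compared with DNA of a single reference male on 2-color custom comparative genomic hybridization (CGH) arrays. The family consisted of a father (20mGyLM), a mother (20mGyLF) and their 8 offspring (F1 mice 20mGyL1 to 20mGyL8). Each mouse was hybridized on 2 arrays with the dyes swapped, which gave 20 arrays, and the 2 arrays of a mouse were counted as 1 replicate. Groups (father, mother, offspring) were taken from the sample labels. The title of the series describes males exposed to 20 mGy/day of gamma-rays for 400 days, while its design text calls the father non-irradiated. The labels do not settle this, but the paper places F1 mice of this family in its irradiated group. Since no control family was analyzed here, no result is stated as an effect of irradiation. The arrays belong to the second screening of the study; the first screening and the quantitative PCR were not used here.

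The authors scanned the arrays and extracted the spots with Feature Extraction 10.7.1.1. Per the file headers, each deposited log10 ratio is the red (Cy5) over the green (Cy3) processed signal, after subtraction of a spatially detrended background and a linear dye normalization. The deposited median intensity of each spot and of its local background was used in 1 alternative only. The authors' deposited table of the whole series holds log2 ratios of the reference over the mouse, and it was used as another alternative. On slides 3 to 5, and on even-numbered chromosomes and X of slides 1 and 2, 100% of its values equaled the scanner ratios after a change of sign (tolerance 0.0001). On odd-numbered chromosomes and Y of slides 1 and 2 they did not.

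Every array held 87251 spots, of which 6563 were controls and were left out. The remaining 80688 spots carried 76666 different probes, and the spots of the 1010 probes present in several copies (up to 6) were averaged. Between 73 and 270 outlier spots per array were left out. No spot was saturated. The probes comprised 76615 on autosomes, 48 on X and 3 on Y, at a median distance of 94 bp between neighbors. The share of spots well above background was between 99.02% and 99.73% per array. Arrays give no read depth, so the number of mice and the signal over background set the precision. The probe positions are those of the array files, which name no genome build. The last probe of chromosome 1 lies at 196869395, beyond the end of that chromosome in GRCm38 (195471971), so the coordinates belong to an earlier build. They were not converted, and since the files pair the probes with no genes, regions are given by position alone.

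The log10 ratios were turned into log2 ratios of the mouse over the reference on both dyes, and each array was centered on the median of its autosomal probes. No loess or quantile normalization was applied. A probe was called positive when its log2 ratio exceeded 0.5 in size in the same direction on both dye-swap arrays and at least 1 other such probe lay within 3 probes. This is the second-screening rule of the study, applied to all autosomal probes because the first screening was not used here. Positive probes of 1 direction were merged into a region when at most 3 array probes and 50 kb lay between neighbors, and a region needed at least 2 probes. A probe was called de novo in an F1 mouse when it was positive there, positive in neither parent, and differed by more than 0.5 from each parent on the mean of both arrays. A region found in 1 of the 10 mice was called private.

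The comparisons, the rule for naming regions and all alternatives except 3 were fixed before the data were examined. Named de novo regions are those with at least 5 de novo probes, up to the 10 with the most, plus the largest region of each F1 mouse that had none among these. Of the regions positive in exactly 1 parent, the 3 with the most probes are named. The long losses, the short losses and the gain on chromosome 4 taken as whole loci were chosen after their values were seen, as were the losses shared with the mother. De novo deletions and duplications per F1 mouse were compared by an exact two-sided sign-flip permutation test, private regions of offspring and parents by an exact two-sided permutation test, and transmission by exact two-sided binomial tests with Benjamini-Hochberg adjustment over the regions. A region in its carrier was set against the other 9 mice by an exact permutation test, whose smallest possible p is 0.1. The share of F1 mice with a deletion has a Clopper-Pearson 95% confidence interval. The sex of the offspring was not assigned.

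Alternatives were log2 thresholds of 0.4 and 0.8, the mean of both arrays past the threshold, at least 2 neighbors, no centering, normexp background correction with an offset of 50, the authors' value table, only probes well above background on all arrays, outlier spots kept, and leaving out each mouse in turn. For the named regions, the mean over the called probes alone was also taken. Normexp was run on the median signals because the files hold no mean signals. For de novo regions, the condition on the parents was dropped or replaced by parents within 0.25 of 0, the merging distance was changed to 10 kb or to 10 probes, and F1 mice were called with limma against the other 9 mice (adjusted p below 0.05 and a difference beyond 0.5). Joining de novo regions within 500 kb, for the counts of regions and for deletions against duplications, and restricting private regions to scan day 1 were added after seeing the data. The calls were tested on simulated data with the real probe positions. The values of each array were drawn at random from its probes outside called regions, without their positions. Any link between neighboring probes, dye-swap arrays or mice was thereby removed. The false regions counted here therefore do not show how often a signal shared by probes or mice is called. No gains were planted. With losses of -0.85 planted in 40 places per size, the threshold rule recovered 85% of losses of 2 probes, 97.5% of 3 probes and 100% of 5, 10 and 30 probes, with 0 false regions, and limma recovered 90%, 95% and 100%, with 4 false regions. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.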

Results

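The second array CGH screening of 1 mouse family was analyzed for copy number differences against a reference male: the father, the mother and 8 F1 mice, each on 2 dye-swap arrays. The design asks which changes in the F1 mice were absent from both parents (de novo) and which were shared within the family. Slide 1 held both parents, and each of slides 2 to 5 held 2 F1 mice in numerical order. Slides 1 and 2 were scanned on the first day, slides 3 and 4 on the second and slide 5 on the third. Slide and generation therefore cannot be told apart in a comparison of parents with offspring.

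Array noise was estimated from the interquartile range of log2 ratio differences between neighboring probes, scaled to the SD of a single probe. It had a median of 0.148 over the 20 arrays (SD 0.00857, range 0.131 to 0.163), so that no array stood far from the rest. Under the alternatives its median was between 0.145 and 0.156. Between the dye-swap arrays of a mouse, the correlation across probes was negative in 9 of the 10 mice (median r -0.35), which are probes and not independent replicates, and it was 0.20 in 20mGyL5. Outside positive probes, r was between -0.60 and -0.35 in all 10 mice. The header marked the grid as good on 5 of the 20 arrays.

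Positive autosomal probes numbered 713 in the father, all of them gains, and 63 in the mother (12 losses and 51 gains). Among the F1 mice, 20mGyL5 had 3307 (2684 losses and 623 gains), 20mGyL3 had 720, 20mGyL7 had 696 and 20mGyL6 had 595. The remaining F1 mice had 155 (20mGyL4), 109 (20mGyL2), 93 (20mGyL1) and 92 (20mGyL8). As the background of the same measure, between 4 and 52 probes per mouse passed the threshold in opposite directions on the 2 arrays. The median over the 10 mice was 375. A threshold of 0.8 moved this median most, to 90.5, and leaving out any 1 mouse moved it to 155 or to 595.

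Merging gave 352 regions in the family, 334 losses and 18 gains. Of these, 324 were found in 1 mouse, 28 in at least 2 mice, and none in all 10. All 18 gains were carried by 5 to 9 mice, and all losses by 4 mice or fewer. The positive gain probes of every mouse lay within 1 locus on chromosome 4, so that the 18 gains are parts of that locus. With a threshold of 0.8 the number of shared regions rose most, from 28 to 67. A stricter threshold only drops positive probes, so this rise came from regions split into parts.

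The comparison of each F1 mouse with both parents gave 339 de novo regions, all of them deletions. They were distributed very unevenly: 305 were found in 20mGyL5, 18 in 20mGyL1, 8 in 20mGyL4, 7 in 20mGyL8 and 1 in 20mGyL2. No de novo region was called in 20mGyL3, 20mGyL6 or 20mGyL7. Without 20mGyL5 the count was 34. Joining regions within 500 kb, an alternative chosen after seeing the data, moved the count most, to 28 loci, of which 18 were in 20mGyL1, 7 in 20mGyL4 and 1 each in 20mGyL2, 20mGyL5 and 20mGyL8.

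De novo deletions were thus present in 5 of the 8 F1 mice, or 62.5% (Clopper-Pearson 95% confidence interval 24.5% to 91.5%). The alternative that moved this share most was the mean of both arrays, under which it was 100%. Per F1 mouse there were 42.4 ± 106 deletions (SD, n = 8; median 4) and 0 duplications. The exact two-sided sign-flip permutation test gave p = 0.0625 (n = 8). With deletions in 5 mice and duplications in none, this was the only p that the test could give, so it says nothing on the size of the excess. It would reach its smallest value, 0.00781, with deletions in all 8 mice. The excess fell to 4.86 per mouse without 20mGyL5, and it was 3.5 with regions joined within 500 kb. Calling by the mean of both arrays gave 45.6 with an exact permutation p of 0.00781. The recovery of duplications was not simulated, since only losses were planted. Over the gain on chromosome 4, the mother had a mean log2 ratio of 0.38, but only 4.24% of her probes were positive. Gains of that size can therefore escape the rule, so that the absence of duplications and the excess of deletions depend in part on the threshold.

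In 4 of the F1 mice a loss extended over at least 23204 bp of tiled sequence. The largest was in 20mGyL5 on chromosome 13, from 63500235 to 65408390 (1908156 bp). Over its 6797 probes the mean log2 ratio was -0.53, with -0.50 and -0.56 on the 2 arrays, and 39.5% of the probes were positive. The other 9 mice had a mean of -0.01 there. In 20mGyL4, a loss on chromosome 6 from 138657097 to 138689214 (32118 bp, 204 probes) had a mean of -0.72. In 20mGyL2, a loss on chromosome 14 from 38726490 to 38749693 (23204 bp, 126 probes) had a mean of -0.76. In 20mGyL8, a loss on chromosome 3 from 105191509 to 105324407 (132899 bp, 101 probes) had a mean of -0.45. The called probes alone had means between -0.88 and -0.84 in these 4 losses. At each locus the carrier lay outside the range of the other 9 mice, none of which differed from 0 by more than 0.035. The exact two-sided permutation p was 0.1 at each, the smallest that 1 mouse against 9 can give. Within 100 kb outside the loss the array held 19 probes for 20mGyL4, 8 for 20mGyL5, 4 for 20mGyL2 and 1 for 20mGyL8, so that these sizes cover the tiled part only. In 20mGyL5 the bin from 63480000, before the first called probe, was still at -0.36.

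**Figure D1:**
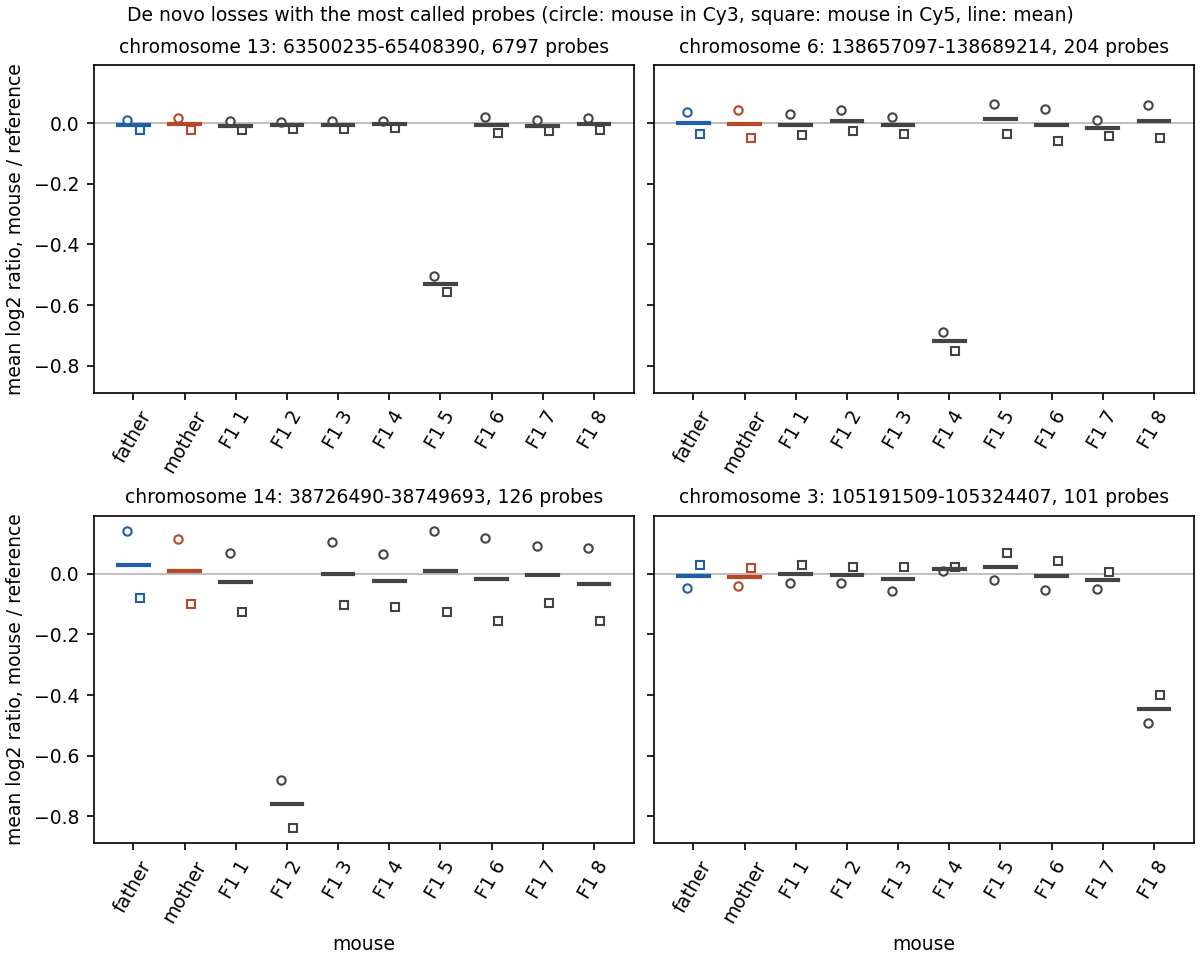
Mean log2 ratio (mouse over reference, vertical axis) over all probes of the 4 long losses in each of the 10 mice (horizontal axis); circles are arrays with the mouse in Cy3, squares those with the mouse in Cy5, and bars the mean of both. In each panel 1 F1 mouse lies between -0.76 and -0.45 on the mean of both arrays and the other 9 mice lie within 0.035 of 0.

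**Figure D2:**
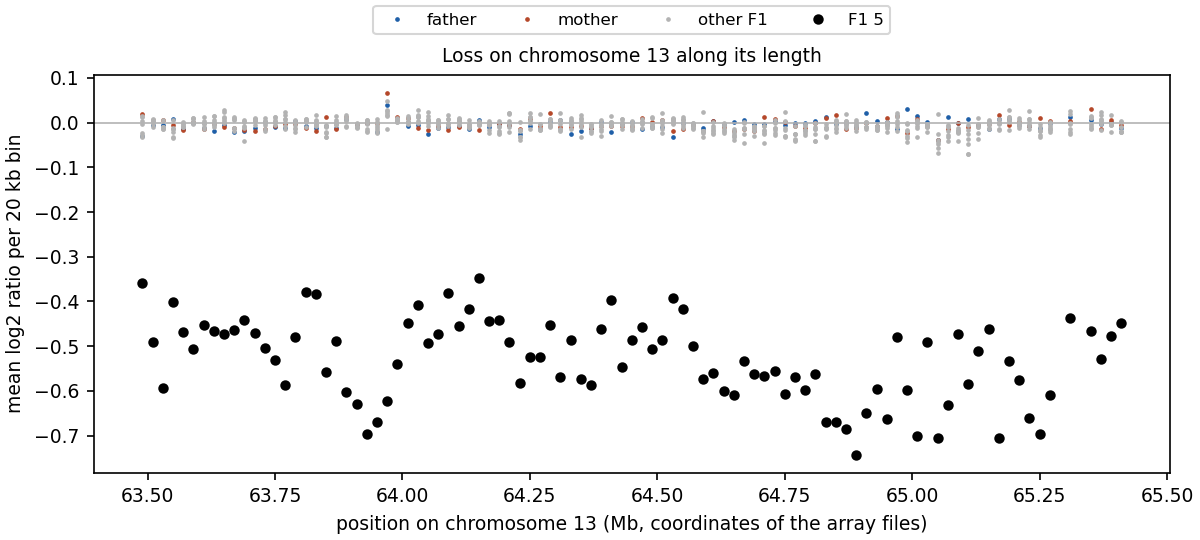
Mean log2 ratio in 20 kb bins (vertical axis) along the loss on chromosome 13 (horizontal axis, Mb, coordinates of the array files); black points are 20mGyL5, colored points the parents and gray points the other F1 mice. The points of 20mGyL5 stay below those of every other mouse along the whole length.

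The named regions were 12 in number, and 10 of these lay inside the losses on chromosomes 6, 13 and 14. They included the loss of 20mGyL2 on chromosome 14 (89 called probes, -0.76) and the 2 parts of the loss of 20mGyL4 on chromosome 6, from 138657097 to 138679910 (84 probes, -0.72) and from 138681781 to 138689214 (54 probes, -0.74). The 7 named regions of 20mGyL5 on chromosome 13 had between 39 and 60 called probes and mean log2 ratios between -0.79 and -0.60. The named region of 20mGyL8, on chromosome 3 from 105191509 to 105218898, had 12 called probes and -0.57. In these 11 regions the other 9 mice had means between -0.03 and 0.01 with SD of at most 0.0224, and the exact two-sided permutation p was 0.1 for each. The named region of 20mGyL1, on chromosome 10 from 120432564 to 120432942 (6 called probes), was different. Its log2 ratio was -0.57 in 20mGyL1, with -0.46 and -0.67 on the 2 arrays, while the other 9 mice had -0.18 ± 0.25 (SD) and ranged from -0.45 to 0.18 (exact two-sided permutation p = 0.3). The median over the 12 regions of the difference between carrier and other mice was -0.69, and it moved most with normexp correction, to -0.51.

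The 18 losses of 20mGyL1 and 6 of the 7 loci of 20mGyL4 rested on 2 to 6 called probes each (short losses) and fell at 19 places in the genome. At 5 of these places both mice had a call. The other 6 F1 mice had no call there, yet their log2 ratios were not at 0. Averaged over the 19 places, the log2 ratio was -0.72 in 20mGyL1, -0.55 in 20mGyL4, -0.43 in both 20mGyL2 and 20mGyL6, -0.31 in 20mGyL3, -0.30 in 20mGyL7, -0.14 in 20mGyL8 and -0.08 in 20mGyL5, against 0.15 in the father and 0.20 in the mother. Below -0.2 were 19 of the 19 places in 20mGyL6, 18 in 20mGyL3 and 20mGyL7, 16 in 20mGyL2, 4 in 20mGyL8, 1 in 20mGyL5 and none in either parent. Under a threshold of 0.8 and under limma, no short loss was left in 20mGyL1, and under normexp correction 1 was left. At each of the 4 long losses, a de novo loss was called under 23 of the 23 settings that included the carrier.

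**Figure D3:**
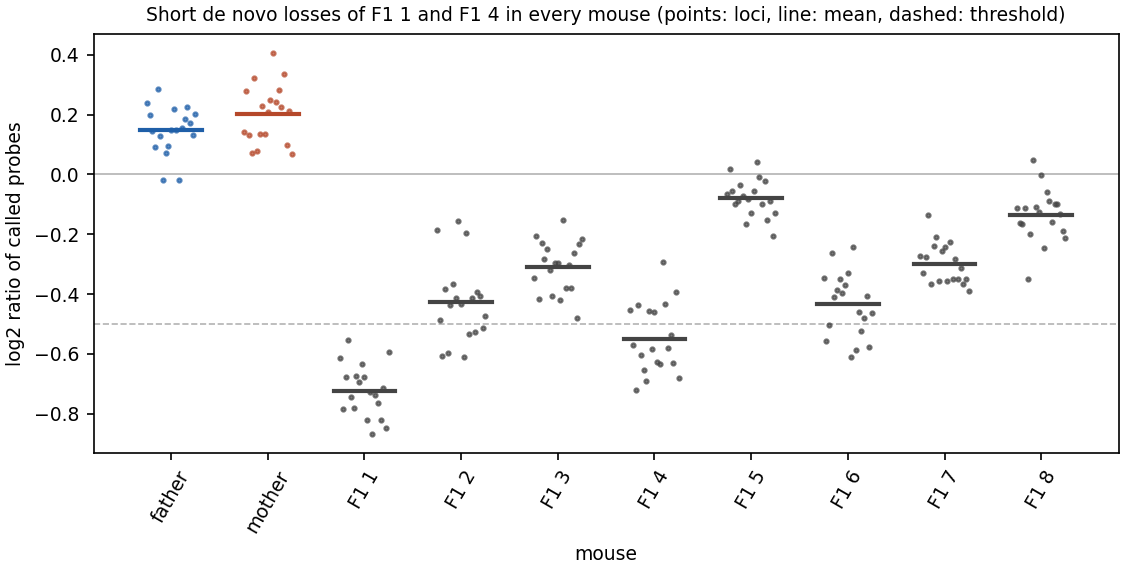
Log2 ratio of the called probes (vertical axis, mouse over reference) at the 19 short losses in each mouse (horizontal axis); points are places, bars their mean, and the dashed line is the threshold of -0.5. The F1 mice form a graded series from -0.72 in 20mGyL1 to -0.08 in 20mGyL5, and both parents lie above 0 on average.

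Private regions numbered 40.4 ± 104 in the F1 mice (SD, n = 8, median 2.5) and 0.5 ± 0.71 in the parents (SD, n = 2). The difference of 39.9 was smaller than the spread between F1 mice (exact two-sided permutation p = 0.511, n = 8 and n = 2, 45 splits). It fell to 3.21 without 20mGyL5. Within scan day 1, the only day with both generations, the difference between 20mGyL1 and 20mGyL2 and the parents was 7 (exact permutation p = 0.667, 6 splits), an alternative chosen after seeing the data. With 2 parents the test has little power, and slide 1 held the parents alone. A region that a parent passes on to an F1 mouse is not private, whereas a change new in 1 F1 mouse is. The pedigree thus favors more private regions in the F1 mice, and the parents are not a like background.

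Transmission was examined in the 15 regions positive in exactly 1 parent, 9 gains of the father and 6 losses of the mother. A further 9 regions were positive in both parents and 328 in neither. On average the F1 mice carried 48.3% ± 34.1 (SD, n = 8) of the 15 regions, and the alternative that moved this share most, the mean of both arrays, gave 25%. Transmission to 4 of 8 offspring was tested in each region, but a single region could not pass after adjustment: the smallest p that 8 offspring can give (exact binomial p = 0.00781, n = 8) becomes 0.117 over 15 regions. The smallest p was reached in 1 region. That region, a loss of the mother on chromosome 2 from 160177805 to 160177887, was called in no F1 mouse, although 20mGyL6, 20mGyL7 and 20mGyL8 had log2 ratios of -0.73, -0.77 and -0.61 there. The regions are not independent, since all 9 gains of the father lay on chromosome 4 within 1 locus. The mother, without a call, had log2 ratios between 0.34 and 0.46 at these 9 gains, so that 4 of 8 is not the number to expect there and the tests of the gains do not measure transmission from the father alone.

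The named gains of the father were on chromosome 4 from 101110443 to 101115403 (25 called probes), carried by 4 of 8 F1 mice (exact binomial p = 1, n = 8), from 101247995 to 101251909 (25 probes), carried by 7 of 8 (exact p = 0.0703, adjusted 0.527), and from 101154724 to 101163300 (18 probes), carried by 6 of 8 (exact p = 0.289, adjusted 0.867). Several mice without a call in some of these regions still had log2 ratios above 0 over the locus. Over its full length, from 101109089 to 101270967 (161879 bp, 1203 probes), the mean log2 ratio was 0.67 in 20mGyL3, 0.66 in the father, 0.64 in 20mGyL7, 0.61 in 20mGyL5 and 0.60 in 20mGyL6. It was 0.38 in the mother, 0.37 in 20mGyL8 and 0.33 in both 20mGyL1 and 20mGyL2. In 20mGyL4 it was 0.00. The mother was therefore above 0 as well.

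**Figure D4:**
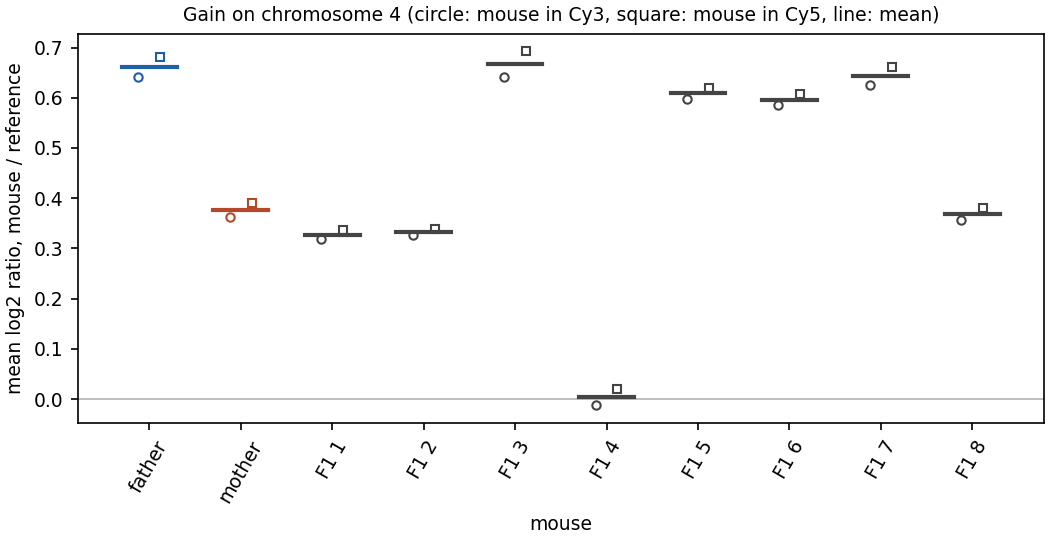
Mean log2 ratio (vertical axis, mouse over reference) over the 1203 probes of the gain on chromosome 4 in each mouse (horizontal axis); circles are arrays with the mouse in Cy3, squares those with the mouse in Cy5, and bars the mean of both. The father and 4 F1 mice lie between 0.60 and 0.67, the mother and 3 F1 mice between 0.33 and 0.38, and 20mGyL4 at 0.00.

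In 4 of the 6 losses of the mother, on chromosomes 1 (56063836 to 56063919), 7 (126944817 to 126944911) and 13 (77817425 to 77817523 and 77818531 to 77818639), the carriers were the mother, 20mGyL6, 20mGyL7 and 20mGyL8. Each had 2 called probes. The log2 ratios of these F1 mice were between -1.82 and -0.90, and the father and the other 5 F1 mice lay between -0.14 and 0.03. At the loss of the mother on chromosome 11 from 59716757 to 59716844 (-1.32 in the mother), 20mGyL6 (-1.35) and 20mGyL8 (-1.27) had a call, and 20mGyL7 had -1.12 without one. The same 4 mice had low Y probes, which limits what these regions say about transmission.

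The sex-chromosome probes checked the labels of the parents and the direction of the ratios. The median log2 ratio of the 48 X probes was 0.01 in the father and 0.87 in the mother, and that of the 3 Y probes was 0.03 and -2.10. The difference of 0.86 on X was moved most by normexp correction, to 0.67. Among the F1 mice, whose sex was not assigned, the X median was between -0.01 and 0.01 in 20mGyL1 to 20mGyL5, 0.82 in 20mGyL7 and 0.84 in 20mGyL8. In 20mGyL6 it was 0.35, with 0.43 and 0.24 on the 2 arrays, and it stayed between 0.27 and 0.35 under every alternative run. The Y median was -1.72 in 20mGyL6, -1.64 in 20mGyL7 and -1.83 in 20mGyL8, and between -0.07 and 0.00 in the other F1 mice. With 1 mouse in each parental group, no test was made.

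**Figure D5:**
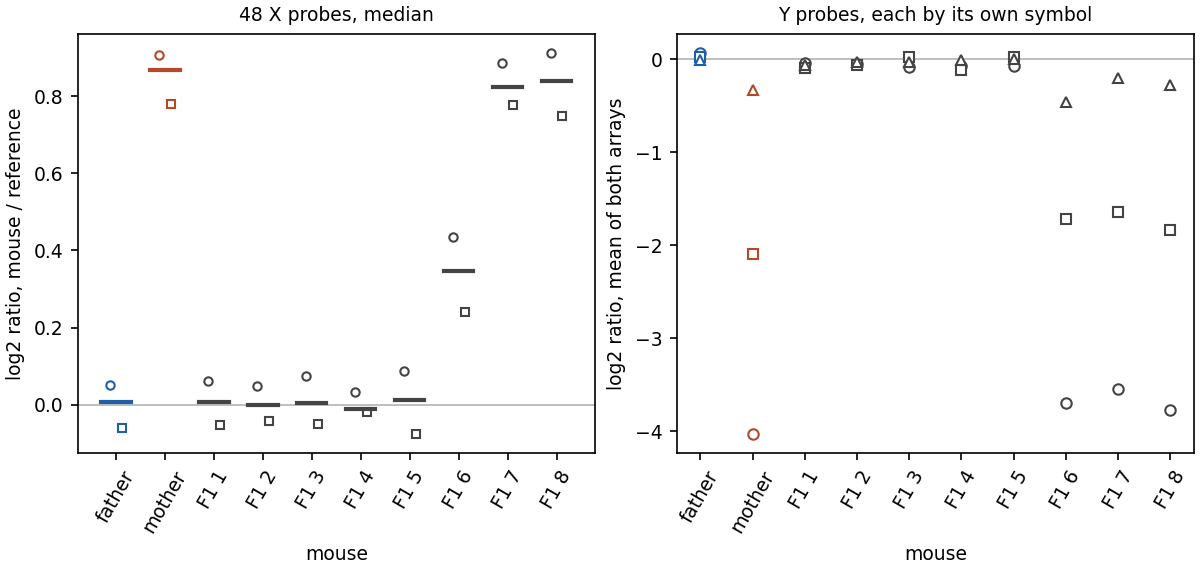
Left, median log2 ratio (mouse over reference) of the 48 X probes in each mouse, with circles for the array with the mouse in Cy3, squares for that in Cy5 and bars for the median of the averaged arrays; right, log2 ratio of each of the 3 Y probes, averaged over both arrays, with a symbol per probe. The X value of 20mGyL6 (0.35) lies between those near 0 and those of the mother, 20mGyL7 and 20mGyL8 (0.82 to 0.87), while its Y probes are low.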

Values the study reported

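The study reported de novo deletions in 20.4% of the F1 mice of irradiated fathers (29 of 142) and in 7.1% of the F1 mice of non-irradiated fathers (11 of 156), over all families and after testing by quantitative PCR. In the irradiated group it listed 31 deletions and 1 duplication. That list leaves out F1 mice in which 4 or more de novo changes held by quantitative PCR, and these were listed apart. For this family it listed deletions of 1,908,155 bp in 20mGyL5, 353,159 bp in 20mGyL8, 145,401 bp in 20mGyL2 and 32,881 bp in 20mGyL4. For 20mGyL1 it gave 9 candidate deletions on the arrays, of which 8 were examined by quantitative PCR and 4 held. This mouse is thus among those listed apart.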

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

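Of the tests in this part, those of a graded signal and of dim probes were written down before their results were seen; the others were chosen after the result was seen. In 21 of 28 sets of 8 F1 mice, 1 mouse lay farther from the rest than a 95% criterion for outlying values allows, where chance gives about 1 in 20. Most of these sets are regions that were picked because 1 mouse differed there, so that their number says nothing beyond the calls themselves.

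F1 mouse 20mGyL5 stood apart in positive probes (3307), in losses among them (2684), in de novo deletions (305), in private regions (297) and in the correlation of its dye-swap arrays (0.20). The loss on chromosome 13 with a mean log2 ratio of -0.53 underlies the count of regions. If the many regions were 1 loss split by the merging rule, the probes between them, which the rule did not bridge, would also lie below the other mice. They did so in 304 of 304 gaps (100%), with a mean of -0.33 and a highest value of -0.03, and the longest gap (40 probes) had -0.41. Joining within 500 kb also left 1 locus, but would do so for any losses this close together. Outside positive probes its r was -0.35, against -0.60 to -0.46 in the other mice, so most of the departure lay in the positive probes. The 2 dyes gave -0.50 and -0.56, and a loss was called there under 23 of the 23 settings that kept the mouse. A loss in the DNA of this mouse is in line with these values. The design gives no second group, so no biological cause was tested.

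The other long losses stood apart in the same way, with -0.72 in 20mGyL4, -0.76 in 20mGyL2 and -0.45 in 20mGyL8. So did 11 of the 12 named regions. These had -0.76 in 20mGyL2 on chromosome 14, -0.72 and -0.74 in 20mGyL4 on chromosome 6, -0.71, -0.74, -0.70, -0.68, -0.79, -0.60 and -0.64 in 20mGyL5 on chromosome 13, and -0.57 in 20mGyL8 on chromosome 3. The other 9 mice stayed within 0.035 of 0 over the 4 long losses. No technical explanation beyond the choice of setting was tested for them, and no biological explanation was tested.

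F1 mouse 20mGyL1 stood apart with 18 de novo loci, all of them short. At 5 of the places 20mGyL4 had a call as well. For the places as a set, a loss in the calling mouse alone would leave the other F1 mice at 0, but 20mGyL6, without a call, had a mean of -0.43 over the 19 places. Noise of a single hybridization would leave F1 mice without a call around 0 on their own arrays, but 4 of the 6 such mice were below 0 on both. An effect of slide or scan day would leave the mice of a slide at the same level. The places were chosen on 20mGyL1 and 20mGyL4, so that slides 2 and 3 do not test it. On slides 4 and 5 the mice of a slide differed by 0.36 and 0.16, in the same direction on both dyes. The arrays with the mouse in Cy3 were higher in 10 of 10 mice (by 0.24 on average), and with this common offset removed the dye-swap arrays give an SD of 0.058 for a difference of 2 mice. This argues against slide or scan day as the whole cause, and a part in the differences between slides stays open. The measure of this test was changed several times after the values were seen. An earlier form asked for the same direction on both dyes at 95% of the places and was missed, with 18 and 15 of the 19 places. Others took all 4 slides. The difference was larger than that between dye-swap arrays, offset included, on slides 2 and 3, which hold the calling mice. It was smaller on slide 4 (0.356 against 0.372) and on slide 5 (0.162 against 0.283). Its direction was the same on both dyes on average on all 4 slides.

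A candidate explanation for part of this pattern is a graded signal that runs through many probes of each DNA sample. Of 66466 probes at least 20 probes away from any positive probe, 0.653% followed the order of the mice at the short losses with r above 0.9, against a median of 0.015% under permuted mice (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give). The probes of the short losses were also among the dimmest of the arrays, with a median brightness at percentile 4.51, and 81.8% of them were well above background on all arrays against 98.5% of all probes. Without the probes not well above background, 14 of the 18 loci of 20mGyL1 were still called at the same places. The far probes that followed the order were at a median percentile of 15.1. Noise against the same parents, as the whole cause of the calls shared by 2 F1 mice, would leave the F1 mice without a call around 0 against the reference, but at the 5 shared places 6 of 6 were below 0, with a median of -0.33 (SD 0.15). Of the 18 loci of 20mGyL1, 18 were called without the father and 18 without the mother, but 7 where both parents had to lie within 0.25 of 0, so that a part of the parents in the de novo calls stays open. In 100 draws of unchanged offspring the highest number of shared de novo probes was 0, where 6 were observed, but the draws gave no de novo probe at all and so do not test sharing. What in the DNA or its handling grades the signal stays open. These tests describe the places as a set. They do not separate true deletions among the short losses from other signal, and the quantitative PCR quoted above, in which some candidates of 20mGyL1 held, was not used here.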

How the results depend on the processing

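The alternatives chosen after seeing the data were the joining of regions within 500 kb and the restriction to scan day 1; all others were fixed beforehand. Where no cause is given, the cause was not tested.

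Private regions stayed more numerous in offspring than in parents and did not pass 0.05 under any alternative run. Their difference ranged from 7 to 41.9 (exact permutation p between 0.422 and 0.667, mice left out included) and from 3.21 to 45.8 without 1 mouse. With 2 parents these p-values say nothing about stability, and the pedigree favors more private regions in the offspring. The share of regions carried, which was not tested as a whole, was 48.3% and ranged from 25% to 50.5%. It was 55.5% without the father, 66.7% without the mother and at least 41.9% without any 1 mouse, all within 1 SD between F1 mice. Array noise, also without a test, stayed between 0.145 and 0.156.

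Shared regions moved from 28 to 45 at a threshold of 0.4, to 67 at 0.8 and to 56 with the mean of both arrays. The rise at 0.8 came from regions split into parts. The median of positive probes moved from 375 to 90.5 at 0.8, to 573.5 with the mean of both arrays, and to between 155 and 595 without 1 mouse. Losses made up 46.7% of positive probes, 34.6% with normexp, 34.1% at 0.8, 11.4% without 20mGyL5 and 83.2% with limma, which calls F1 mice against the other mice rather than the reference.

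De novo regions moved from 339 to 153 at 0.8, to 110 when up to 10 probes could lie between positive probes, and to 28 when joined within 500 kb, the last 2 by construction. Without 1 mouse they were between 34 (without 20mGyL5) and 362 (without the father). De novo duplications, 0 otherwise, were 24 without the father as a parent and 11 with no condition on the difference from the parents. The share of F1 mice with a deletion moved from 62.5% to 100% with the mean of both arrays. It was 75% at 0.4 and with no centering, and 50% at 0.8 and with limma. Without the mother as a parent it was 87.5%, because her losses in 20mGyL6, 20mGyL7 and 20mGyL8 then counted as de novo. Deletions minus duplications per mouse passed 0.05 in the exact permutation test at 0.4 (45.25, p = 0.03125), with the mean of both arrays (45.6, p = 0.00781), with no centering (42.5, p = 0.03125) and without the mother (43.5, p = 0.0156), with exact p between 0.00781 and 0.25 over all alternatives. Without 1 mouse the difference was between 4.86 and 48.4. The test sees only how many F1 mice have a deletion when all differences have the same sign, so further mice with at least 1 deletion carried it past 0.05.

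The X difference between the parents moved from 0.86 to 0.67 with normexp. The median difference over the named regions moved from -0.69 to -0.51 with normexp, to -0.65 with probes well above background and to -0.86 with only the called probes. Of 72 alternatives for single named regions, 47 stayed within 1 SD, 25 moved and 0 reversed. The 18 de novo loci of 20mGyL1 moved both ways: 50 with the mean of both arrays, 47 at 0.4, 26 with the authors' value table, 14 with probes well above background, 7 with parents within 0.25 of 0, 5 with at least 2 neighbors, 1 with normexp and 0 at 0.8 and with limma. No paired analysis was possible because the father, the mother and the offspring are different animals and share fewer than 2 replicate numbers.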

Other observations

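All tests in this part were chosen after the result was seen.

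Each of the 4 losses shared by the mother, 20mGyL6, 20mGyL7 and 20mGyL8 rests on 2 probes, so their depth was compared with 2402 pairs of neighboring called probes in the 4 long losses (median -0.84, lowest 1% below -1.14, lowest -1.60). An earlier form of this test, dropped because it did not match the number of probes, used the means of whole losses. If 1 copy was lost and passed on by the mother, the F1 mice would lie among these pairs. At 3 of the losses all 3 F1 mice lay below the lowest 1%, with highest values of -1.31 on chromosome 1, -1.40 on chromosome 7 and -1.27 on chromosome 13 from 77818531, which argues against 1 lost copy there, taking the long losses to be of 1 copy. At the loss on chromosome 13 from 77817425, 20mGyL6 (-1.44) also lay below the lowest 1%, but 20mGyL7 (-0.99) and 20mGyL8 (-0.90) did not. The highest value there was -0.90, and 31.6% of the pairs were as low, so that 1 lost copy stays open. It also stays open at the loss of the mother on chromosome 2 (-0.88), where the same F1 mice had -0.73, -0.77 and -0.61. At the loss of the mother on chromosome 11 (-1.32) they had -1.35, -1.12 and -1.27, the second without a call, and this region was not part of the test. Probes that also bind Y sequence are a candidate explanation, since the reference was a male. All 4 of the loss regions with 4 carriers were carried by exactly the mice whose median Y probe was below -1. The probe sequences were not matched to the Y chromosome here, so this stays a hypothesis, and a loss of both copies in these mice was not tested apart from it.

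The X ratio of 20mGyL6 (0.35) lay between the values near 0 and that of the mother (0.87). DNA of a male mouse mixed in at 67.2% would give such an X ratio, but it would raise the Y probe that was lowest in the mother to -0.53, and the measured value was -3.69. Compressed ratios on its arrays are argued against by its gain on chromosome 4, which at 0.60 was near that of the father (0.66). A change of only part of the X chromosome is argued against by 4 groups of 12 probes along it, whose medians differed by 0.030 between highest and lowest. A mixture of cells with 1 and with 2 copies of X in the tail may remain as an explanation; it was not tested here.

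The gain on chromosome 4 had 3 levels in the family. A gain carried by the father alone would leave the mother at 0, but she had 0.38 on the mean of her arrays (0.36 and 0.39). Different numbers of copies in father and mother could give 3 levels in the offspring; the number of copies was not measured here, and the copies in the reference mouse are not known.

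In the value table, the columns of slides 1 and 2 departed from the scanner ratios on odd-numbered chromosomes and Y, where between 0.108% and 0.133% of values were equal (tolerance 0.0001) and r was between 0.815 and 0.874. Columns under the wrong mouse are argued against: for 8 of 8 columns the scanner file of the same array correlated best (r 0.818 to 0.872, next best 0.649 to 0.761). The reason for the difference stays open, and the de novo count was 346 with the table against 339 from the scanner ratios.

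The share of F1 mice with a de novo deletion was 62.5% here, over 8 mice of 1 family and without quantitative PCR. That is higher than the share quoted from the study above for all irradiated families, which is a different set of mice. The share here also counts 20mGyL1, which the study listed apart for its many changes. A note to the study's design figure says that such mice were excluded. The shares therefore do not rest on the same rule. The F1 mice with a de novo deletion here are the same as those for which the study lists deletions or candidates in this family. The losses of 20mGyL5 and 20mGyL4 spanned 1908156 bp and 32118 bp here. Both are close to the sizes quoted from the study above. The loss of 20mGyL8 spanned 132899 bp here. That is smaller than the size quoted from the study above. The loss of 20mGyL2 spanned 23204 bp here. That is also smaller than the quoted size, and the arrays of the second screening held few probes beyond either loss. In 20mGyL1, 18 de novo losses were called here. That is higher than the number of candidates quoted above. Those candidates also had to be positive in the first screening, which was not used here. Short losses were called in 20mGyL4 too, for which the study lists its long deletion alone.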
